A study of Zea mays with 48 samples. Its data were reported in "Transcriptomes and Proteomes Define Gene Expression Progression in Pre-meiotic Maize Anthers" (2014).

How the data were processed

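Transcript levels were measured in maize (Zea mays) anthers with 24 Agilent 4x44K oligonucleotide arrays of the 2-colour type, each of which compared a Cy5-labelled with a Cy3-labelled cRNA, so the series holds 48 channels on 6 slides. Per the labels, the channels fall into 11 groups in 3 loops of arrays. The stage loop (8 arrays) held wild-type (WT) anthers of 0.15, 0.25 and 0.4 mm and mac1 mutant anthers of 0.4 mm. The loop of 0.2 mm anthers (6 arrays) held WT, mac1 and msca1 anthers, and the loop of 0.7 mm anthers (10 arrays) held whole anthers and cells captured by laser microdissection. Each group had 4 channels, except the whole 0.7 mm anthers with 8. RNA of staged whole anthers came from anthers pooled within a tassel, so the pools, not single anthers, are the replicates. The groups held 4 separate extracts, except 3 at 0.15 mm, 3 at 0.25 mm, 2 for mac1 at 0.2 mm, 2 for msca1 and 8 for the whole 0.7 mm anthers. Extracts fewer than channels were hybridised more than once. WT channels labelled wt or fertile sib were taken as 1 group at each length. At 0.4 mm these labels lay on different slides and apart on the first principal component of the stage loop. The scores were 2.66 and 0.48 for wt against 35.2 and 28.9 for fertile sib, so label and slide cannot be told apart. A channel of mac1 at 0.2 mm had conflicting labels and was grouped by its source name, which another channel of that extract carries too. The titles of 3 further channels (1 each of WT 0.15 mm, mac1 0.4 mm and msca1) differed from their source name and tissue, which name the same group and were followed.

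The authors had scanned each array and quantified it with Agilent Feature Extraction 10.5.1.1, and each deposited file holds 1 array. Per the file headers, the median foreground and median local background columns are intensities in scanner units, without background subtraction or normalization, and the processed signals are intensities after background subtraction and dye normalization within the array. The other deposited columns that were used are flags (a unit other than intensity), which mark spots well above background, not uniform, outlying among replicate spots or saturated. Of the 33 measurement columns per file 14 were used and 19 were not. No spot was marked as saturated. Each array carried 42034 probes other than controls and 153 negative control spots.

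Median foreground intensities were normalized within arrays by loess and between arrays by Aquantile over all 24 arrays in limma 3.58.1 under R 4.3.3. Background was not subtracted, and control spots had a weight of 0. Spots marked as not uniform or as outliers among replicate spots were set to missing. A probe was called ON in a channel where its raw median intensity exceeded the mean of the negative controls of that array and channel by more than 3 SD, and ON in a group where at least 75% of its channels were ON. Comparisons were made within a loop on log2(Cy5/Cy3) with a loop model (a signed coefficient per group), over the probes ON in at least 1 group of the loop. Variances were moderated by the empirical Bayes method of limma, tests were 2-sided, and p values were adjusted by the Benjamini-Hochberg method over the probes of a comparison. A probe was called at an adjusted p below 0.05, and "rose" and "fell" are used for called probes. In the loop of 0.7 mm anthers, signed terms for the 4 plants numbered in the labels were part of the model. A second pair of thresholds, a log2 change of at least 0.58 (1.5-fold) with an unadjusted p of at most 0.05, was applied beside it and is called the published thresholds below. Errors are standard errors (SE) of the model unless given as SD or as 2 SE of a median, which was taken over probes. Counts of 2-fold differences between stages used channel means of normalized log2 signals (a difference over 1) among probes ON in both groups, without a test.

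Choices of test, samples, covariates, gene lists and alternatives were made before the data were examined. Named genes were, per comparison, the 8 largest increases and the 8 largest decreases among called probes that had the same sign on every array with both groups, were ON in at least 1 of them and belonged to 1 gene with an informative name, and all of them where fewer passed. Members of the lists that the study text names, and up to 4 called members of each other list described, were added. The arrays' own files name no genes. Gene model identifiers and names, not values, were taken from the annotation printed in the supplementary tables of the study. They cover 7723 probes (18.4%) with 1 gene model, of which 1904 probes have an informative name, so a list holds only the members that those tables contain. Of the 6800 gene models 5301 were found in the reference gene table. Lists were matched by gene model or by words in the name, with the brightest probe per gene, and were described with at least 5 measured genes unless the study text named their members. After the matches had been read, the search words for the auxin, ethylene, NAC and AP2/ERF lists were narrowed, because they had caught parts of other words such as superfamily. The last 2 of these then held fewer than 5 measured genes and are not described.

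Shifts of the list of 21 pluripotency markers were tested with camera in limma (preset correlation 0.01, 2-sided, against the other probes) and again with the correlation estimated from the data. Camera was planned for every list but was not run on the others, since the names cover probes that had been selected for change. These lists have counts of called members, also adjusted over the list alone. Such counts describe the named members and are no evidence about a gene family as a whole. Probe sets enriched in a captured tissue were tested with camera as a hypothesis of the closing section. Permutation tests used 100000 random draws. Tests on simulated data of the same designs (30000 genes, of which 200 were changed) recovered between 11% and 52% of changes of log2 1 and between 82% and 97% of changes of log2 2, with 3.17% to 5.59% false calls. The simulated noise was independent between arrays. In the data the fitted ratio of extract to array variance was 0.5 in the stage loop and 0.25 in the 0.2 mm loop. These rates therefore do not cover extracts hybridised more than once. Figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and Python 3.11.15.

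The alternatives tried were normexp background correction (offset 50), Agilent processed signals floored at 1 unit, quantile normalization between arrays, a dye term, no detection filter, a fit within the slide of the direct comparison, a model of shared extracts, the published thresholds, detection cutoffs of 2 SD and 5 SD, the scanner software flag for spots well above background, normalized signals for detection, other shares of channels, only the channels labelled wt, no plant terms, and leaving out each array in turn. A slide block, a detection cutoff from the median and median absolute deviation (MAD), that cutoff with only the channels labelled wt, equal numbers of probes ON per channel, and detection without array 4 of the stage loop were added after seeing the data. Normexp was planned on mean intensities, but the files hold no mean foreground, so medians were used. The planned use of every probe of a gene changed nothing for the marker list, which names single probes.

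In the loop of 0.7 mm anthers the plant number in the labels pairs channels. Over 30 pairs of channels from the same plant the median correlation of group-centred log2 signals across probes was 0.11, against -0.0726 over 104 pairs from different plants. Only the 0.25 and 0.15 mm groups share extract numbers (3 and 6) within an array, and a fit to those arrays alone was tried. The other comparisons were not paired, because their groups share no extract number on an array. Some numbers recur across arrays of the stage loop, but no signed terms were fitted for them. Correlations between the channels of a group across 34028 probes ranged from 0.92 to 0.991. No pair of the 1128 pairs of channels had identical values, and at most 7.09% of values were equal in a pair. No probe could be tied to Msca1, and the probe of the gene model taken for Mac1 (GRMZM2G027821) lay near the background, with log2 signals of 5.56 in WT and 5.55 in mac1 anthers of 0.4 mm, so the mutant labels could not be checked on the mutated genes. Array numbers given with results count the arrays of a loop. The precision of all values is limited by the number of arrays and, for dim probes, by the low signal over background.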

Results

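Transcript levels were measured on 24 arrays with 48 channels, in 11 groups of maize anthers before meiosis. WT anthers were collected by length, at 0.15, 0.2, 0.25, 0.4 and 0.7 mm. The mutants were mac1, in which archesporial (AR) cells, the precursors of the meiocytes, are in excess and the endothecium and secondary parietal layers fail to form, and msca1, which does not make AR cells. At 0.7 mm, laser microdissection had separated AR cells, the inner wall layers (middle layer and tapetum, ML/TAP) and the outer layers (epidermis and endothecium, EPI/EN). Median intensities per channel ranged from 38 to 108 scanner units, and between 21299 and 35709 of the 42034 probes were ON per channel.

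The stages were compared to learn which transcripts accompany the first cell fate decisions of the anther. Most probes that were detected at all were ON at every length: 24340 probes were ON at 0.15, 0.25, 0.4 and 0.7 mm, and 25729 at the first 3 of these lengths. The number ON fell from 31171 at 0.15 mm to 29246 at 0.25 mm and 26294 at 0.4 mm, and was 26778 in whole anthers of 0.7 mm. At 0.4 mm mac1 anthers had 29564 probes ON, more than WT anthers of that length. Between 0.25 and 0.4 mm 3406 probes went from ON to OFF and 454 from OFF to ON. A group of 1502 probes was OFF at 0.4 mm alone and ON at 0.15, 0.25 and 0.7 mm, and 1198 of these (79.8%) were ON in mac1 anthers of 0.4 mm. Of the 3144 probes ON at 0.15 and 0.25 mm and OFF at 0.4 mm, 2199 (69.9%) were ON in mac1, which was 404 of 821 (49.2%) with equal numbers of probes ON in every channel, 953 of 1693 (56.3%) with the scanner flag and 3444 of 4064 (84.7%) with wt-labelled channels alone. The median log2 change of the 1502 probes from 0.25 to 0.4 mm was -0.02 in the loop model, where a fall of every signal to the negative controls would have given -0.43, and with Agilent processed signals it was -0.12 against -2.39.

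The 4 channels of WT 0.4 mm anthers differed in these probes. Replicate 6 had 99.7% of the 1502 probes ON and replicate 12 had 66.4%, against 8.52% in replicate 11 and 2.53% in replicate 9. Without array 4 of the stage loop, which carried replicate 9, the count was 1896. With a detection cutoff from the median and MAD of the negative controls it was 705, and with equal numbers of probes ON in every channel it was 385. It was 896 with at least 50% of the channels ON, 672 with the scanner flag and 2397 with wt-labelled channels alone.

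**Figure D1:**
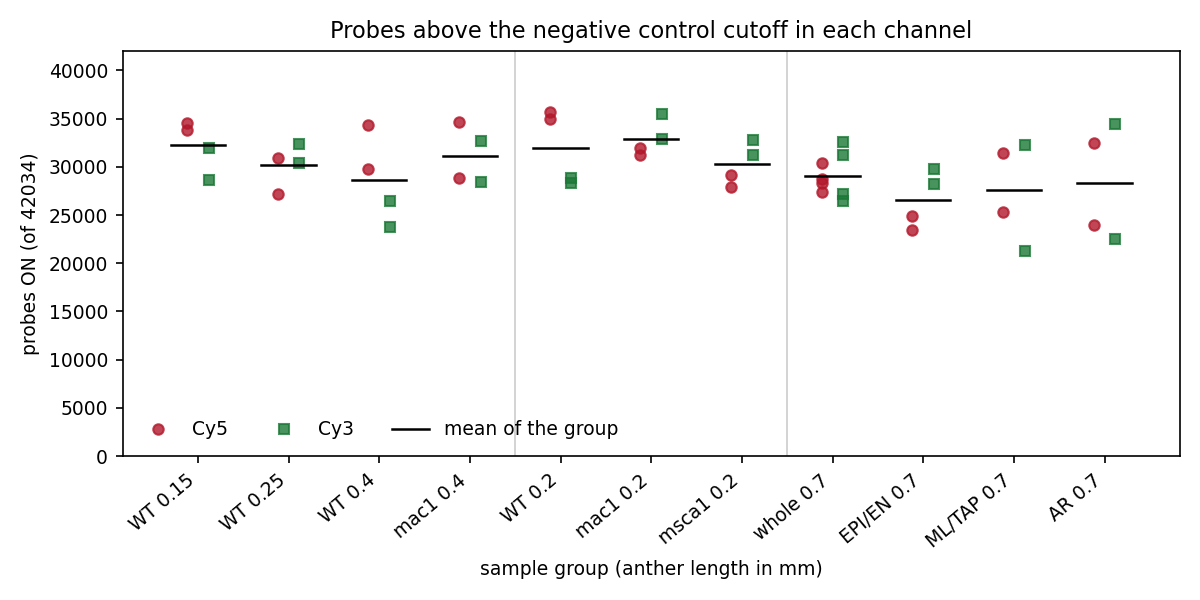
Number of probes ON per channel (vertical axis, probes) for the 11 groups (horizontal axis), with circles for Cy5, squares for Cy3 and a line for the mean of each group. The WT 0.4 mm channels spread from 23773 to 34370 probes, so the range within that group is wider than the difference between the group counts at 0.25 and 0.4 mm.

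From 0.15 to 0.25 mm, the named genes that fell included homeodomain and MADS box genes. Hox12 (GRMZM2G005624), a homeodomain protein, fell by 2.43 on the log2 scale (SE 0.306, adjusted p = 0.0181, 8 arrays), and knotted-1 (GRMZM2G017087), a homeodomain protein of the shoot meristem, fell by 1.64. A MADS box gene (GRMZM2G003514) fell (-1.56), as did an HRDC-like gene (GRMZM2G453424, -1.46), zinc finger homeodomain protein 1 (GRMZM2G353076, -1.17) and flowering promoting factor 1 (GRMZM2G019686, -1.02). Few named genes rose, among them a family 43 glycosyl hydrolase (GRMZM2G007347) with a log2 change of 0.68 ± 0.11 (adjusted p = 0.046) and a lipocalin (GRMZM2G141383) with 0.57. Of 5 YABBY transcription factor genes 3 fell (5 adjusted over the list alone), with a list median of -1.02 (-1.67 with processed signals). Of 15 homeobox genes 2 fell (4 fell and 1 rose adjusted over the list alone). The 21 pluripotency markers were chosen by the study on these samples for their fall with length, so their direction is not independent evidence. Of them 7 fell and 14 did not pass the test (18 fell adjusted over the list alone), with a median of -0.96, and the set test gave p = 1.49e-32, or p = 0.00187 with an estimated correlation. Kelch repeat protein GRMZM2G008834, a member, fell by 1.27. Of 4 gibberellin genes that the study chose to discuss 1 rose and 1 fell (1 and 1 adjusted over the list alone), with 1.13 for GRMZM2G093195 and -0.95 for GRMZM2G022679. In all, 161 of 32210 probes were called, 96 higher and 65 lower at 0.25 mm, and 2733 had an unadjusted p below 0.05. Without array 1 of the loop 1 probe was called, and without array 3, 4, 5 or 7 there were 50, 61, 49 or 92. The model of shared extracts called 98. A fit to arrays 1 and 2 alone, whose channels share an extract number, gave 396. Agilent processed signals gave 52 called probes, of which 84.6% were higher against 59.6% here and 70.4% within the slide. Of 10 named genes with the largest changes the HRDC-like gene alone stayed called with them.

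The next step, from 0.25 to 0.4 mm, changed few probes. The photosystem I subunit N gene (GRMZM2G080107) rose by a log2 change of 1.43 ± 0.186 (adjusted p = 0.0249, 8 arrays). EGG APPARATUS-1 (GRMZM2G157505) rose by 1.31, an NAD(P)H-dependent oxidoreductase (GRMZM2G415579) by 1.12, an FAD-dependent oxidoreductase (GRMZM2G052266) by 0.83, anther ear1 (GRMZM2G081554), which acts early in gibberellin synthesis, by 0.69, and heat shock cognate 70 kDa protein 2 (GRMZM2G428391) by 0.57. The ternary complex factor MIP1 (GRMZM2G052476) fell (-1.01), as did an MtN3-type sugar transporter (GRMZM2G144581, -0.89), a leucine-rich repeat receptor kinase (GRMZM2G166413, -0.87) and flowering promoting factor 1 (-0.74). These last 4 belong to the 21 study-chosen markers, of which 6 fell and 15 did not pass (20 fell adjusted over the list alone; median -0.91). The set test gave p = 4.73e-40, and p = 0.00114 with an estimated correlation. Of 3 brassinosteroid genes chosen by the study 2 rose (2 adjusted over the list alone), GRMZM2G107076 by 1.41 and GRMZM2G052336 by 1.22. Of 13 photosynthesis genes 1 rose (3 adjusted over the list alone). In all, 123 of 32210 probes were called, 95 higher and 28 lower at 0.4 mm, and 2184 had an unadjusted p below 0.05. Without array 3 of the loop 2 probes were called, without array 4 there were 9, and without array 1, 2, 5 or 7 there were 35, 29, 51 or 39. Agilent processed signals gave 11, with 0 of 11 named genes still called, and normexp kept 7 of these genes.

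Over the whole span from 0.15 to 0.4 mm the changes added up. An auxin-induced family gene (GRMZM2G146108) rose by 3.59 ± 0.727 (log2, adjusted p = 0.0477, 8 arrays), an EF hand gene (GRMZM2G031125) by 2.23, hexokinase-1 (GRMZM2G051806), which phosphorylates glucose, by 2.08, a basic leucine zipper gene (GRMZM2G137046) by 2.01, the photosystem I subunit N gene by 1.87 and a cell wall beta-fructofuranosidase (GRMZM2G139300), which splits sucrose outside the cell, by 1.81. Methyl esterase 1 (GRMZM2G022934) fell (-3.48), as did YABBY gene GRMZM2G529859 (-3.34, SE 0.366, adjusted p = 0.00402), Hox12 (-2.99), knotted-1 (-2.61), agmatine coumaroyltransferase (GRMZM2G066142, -2.45) and the CCH copper chaperone (GRMZM2G113332, -2.35). All 5 YABBY genes fell (5 adjusted over the list alone; median -1.44, or -2.91 with processed signals), and 2 of the probes of this list are among the study-chosen markers. Of 15 homeobox genes 4 fell (5 fell and 1 rose adjusted over the list alone). Of the 21 markers, again not independent evidence, 19 fell and 2 did not pass (21 adjusted over the list alone; median -1.98), with p = 8.62e-41, or p = 0.00109 with an estimated correlation. Of 12 cytokinin genes 2 rose (3 rose and 2 fell adjusted over the list alone), response regulator 7 (GRMZM2G096171) by 1.16 and cytokinin-O-glucosyltransferase 3 (GRMZM2G082249) by 0.80. Of 6 bZIP genes 2 rose (2 adjusted over the list alone), of 11 glycolysis genes hexokinase-1 alone passed (1 adjusted over the list alone), and of 11 cell wall genes 1 rose (2 adjusted over the list alone), beta-expansin 3 (GRMZM2G078279), by 0.72. In all, 684 of 32210 probes were called, 446 higher and 238 lower at 0.4 mm. No array held both lengths, so this comparison runs through the 0.25 mm and mac1 channels. By channel means the change was 1.96 for the auxin-induced family gene, 1.17 for hexokinase-1 and -2.08 for methyl esterase 1, over 1.5-fold less than fitted. Processed signals ended the call of 6 of 16 named genes (the auxin-induced family, EF hand, basic leucine zipper, beta-fructofuranosidase, methyl esterase 1 and Hox12 genes). A fit within slide 1 of the loop called 160 probes, and without array 1, 3, 5, 7 or 8 there were 348, 365, 330, 312 or 414.

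**Figure D2:**
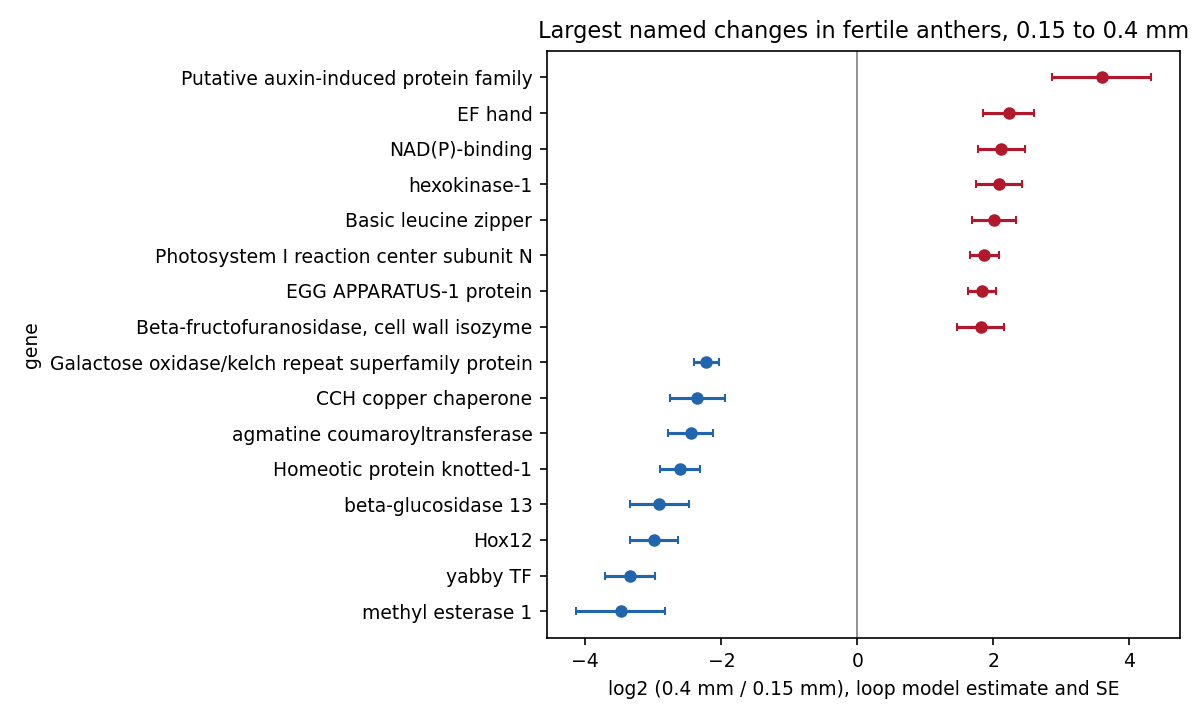
Log2 change from 0.15 to 0.4 mm in WT anthers (horizontal axis) for 16 named genes (vertical axis), with points for the loop model estimates and bars for ± 1 SE. The points run from -3.48 for methyl esterase 1 to 3.59 for the auxin-induced family gene.

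By channel means, 76 probes ON at both lengths were over 2-fold higher at 0.25 than at 0.15 mm and 107 were lower. From 0.25 to 0.4 mm 119 were higher and 26 lower, and from 0.4 to 0.7 mm 291 were higher and 898 lower. The 0.4 and 0.7 mm anthers lay in different loops, so the last of these differences was not tested.

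At 0.4 mm, mac1 was compared with WT anthers to see which transcripts need the missing layers or the Mac1 signal. An embryonic abundant protein-like gene (GRMZM2G148904) fell by 3.86 on the log2 scale (SE 0.445, adjusted p = 0.0129, 8 arrays). Aspartate carbamoyltransferase (GRMZM2G101900), an enzyme of pyrimidine synthesis, fell by 3.17 (SE 0.13, adjusted p = 7.37e-05). The repressor-type Myb4 gene (GRMZM2G127857) fell (-3.01, well above background in 3 of 4 mac1 channels), as did inorganic phosphate transporter 3 (GRMZM2G112377, -2.47), a WRKY69-type gene (GRMZM2G324999, -2.37) and a NAM gene (GRMZM2G159500, -2.19). A glutathione S-transferase (GRMZM2G335618) rose by 2.26 ± 0.202 and ACC oxidase20 (GRMZM2G126732), an enzyme of ethylene synthesis, by 1.65 ± 0.0982. An auxin-responsive SAUR gene (GRMZM2G045243) rose by 1.54, an amino acid permease (GRMZM2G136508) by 1.51, an indole-3-acetic acid amido synthetase (GRMZM2G378106), which conjugates auxin, by 1.24 and a cytochrome P450 (GRMZM2G030831) by 1.12. Of the genes that the study followed by in situ hybridization, and so chose on these samples, the 2 with a probe here fell (2 adjusted over the list alone), with -1.15 for response regulator 7 and -2.03 for the DNA binding protein GRMZM2G036092. Of 12 cytokinin genes 2 fell (2 rose and 5 fell adjusted over the list alone), response regulator 7 and a cytokinin oxidase (GRMZM2G024476, -1.63). Of 6 ethylene genes 2 fell (4 adjusted over the list alone; median -1.01, or -0.53 with normexp), with -1.21 for EIN3-like 1 (GRMZM2G033570) and -1.19 for 1-aminocyclopropane-1-carboxylate synthase7 (GRMZM5G894619, well above background in 3 of 4 mac1 channels), which makes the precursor of ethylene. This list, matched by words in the name, does not hold ACC oxidase20, which rose. Of 12 WRKY genes 1 fell (7 adjusted over the list alone), and all 12 had lower values, with a median of -0.93, which was -0.48 with normexp and -1.71 with processed signals. Beta-expansin 3 was the member of 11 cell wall genes that fell (4 adjusted over the list alone), with -1.16. The gene names came partly from study lists of transcripts that differed between mac1 and WT at 0.4 mm. The counts and medians of these named lists are therefore not independent evidence of a shift of a gene family. Of the 21 study-chosen markers 2 rose, by 0.90 and 0.77, and 19 did not pass (8 rose adjusted over the list alone), while 17 had higher values and the median was 0.54. The set test gave p = 1.61e-11, or p = 0.0194 with an estimated correlation, and the choice of markers on the WT channels makes it no independent evidence. In all, 220 of 32210 probes were called, 61 higher (27.7%) and 159 lower in mac1, and 2901 had an unadjusted p below 0.05. Without array 5 of the loop 16 probes were called, and without array 2, 3 or 6 there were 80, 64 or 62. Normexp gave 96 and Agilent processed signals 58, and the share higher was 40.3% with quantile normalization, 40.6% with a dye term and 5.57% within the slide. Of 16 named genes 10 stayed called with normexp and 6 with processed signals, among them aspartate carbamoyltransferase, the embryonic abundant protein-like gene and ACC oxidase20 but not Myb4. By channel means the embryonic abundant protein-like gene lay at -3.10, Myb4 at -2.05, the WRKY69-type gene at -1.64 and the NAM gene at -1.60.

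**Figure D3:**
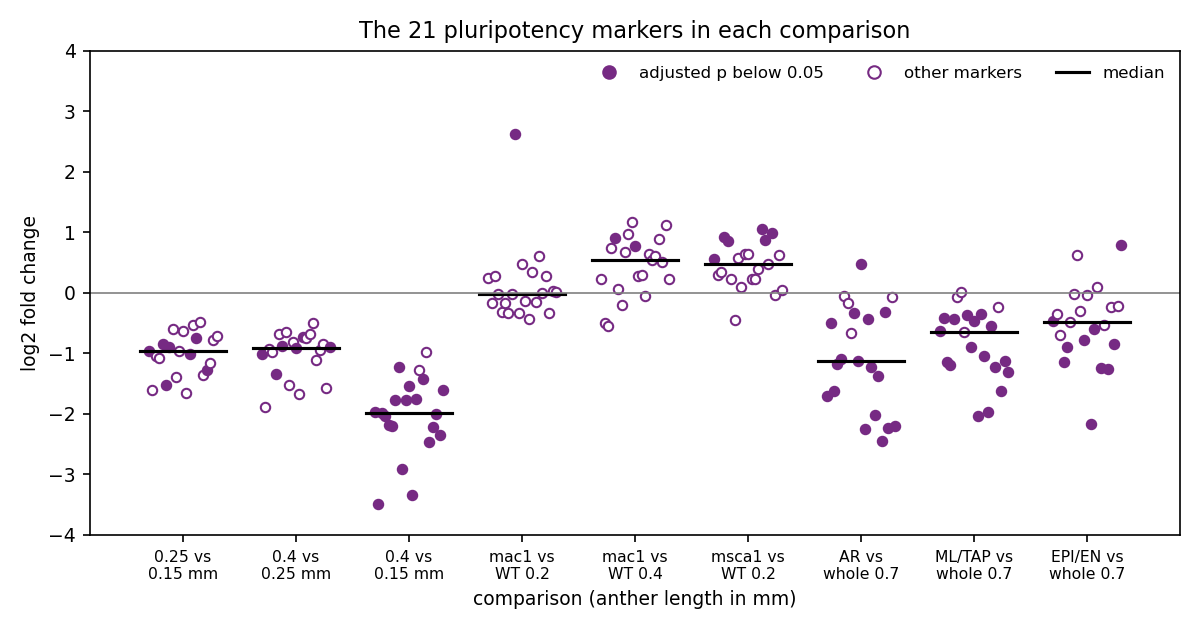
Log2 change (vertical axis) of the 21 study-chosen pluripotency markers in 9 comparisons (horizontal axis), with a point per marker, filled where the adjusted p is below 0.05, and a line for the median. The medians lie at -1.98 from 0.15 to 0.4 mm, 0.54 in mac1 at 0.4 mm and -1.13 in AR cells against whole anthers.

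At 0.2 mm, before the wall layers differ in shape, mac1 anthers differed from WT in few probes. Aspartate carbamoyltransferase fell (log2 change -4.30, SE 0.0946, adjusted p = 9.01e-07, 6 arrays), as did adenylate kinase (GRMZM2G173209, -2.62, adjusted p = 3.7e-05), a transposon protein gene (GRMZM5G857936, -2.24), a tyrosine protein kinase (GRMZM2G162531, -2.15, well above background in 1 of 4 mac1 channels) and a gene with a carbohydrate-binding-like fold (GRMZM2G181227, -2.11). A 1-aminocyclopropane-1-carboxylate oxidase homolog (GRMZM2G119116) fell (-1.38), as did FIP1 (GRMZM2G046952, -1.17, in 1 of 4 mac1 channels) and a defensin-like gene (GRMZM2G368861, -1.13). A bHLH gene (GRMZM2G119823) rose by 6.38 ± 0.68 (adjusted p = 0.0128, well above background in 1 of 4 WT channels) and beta-glucosidase 13 (GRMZM2G014844), which the study lists among its markers, by 2.63 ± 0.163. A nucleic acid binding protein gene (GRMZM2G027298) rose by 1.54, a pentatricopeptide repeat gene (GRMZM2G005938) by 1.35, a short-chain dehydrogenase (GRMZM2G169005, well above background in 2 of 4 WT channels) by 1.28 and glyoxalase I (GRMZM2G181192) by 1.03. Of the 21 markers 1 rose (1 adjusted over the list alone), the median was -0.01, and the set test gave p = 0.264 (0.000185 without array 2 of the loop), or p = 0.598 with an estimated correlation. In all, 44 of 32293 probes were called, 21 higher and 23 lower, and 1613 had an unadjusted p below 0.05. Normexp left 3 called probes, of which 33.3% were higher against 47.7% here, and without array 1 of the loop 23 were called. Of 16 named genes 2 kept the call with normexp, aspartate carbamoyltransferase and beta-glucosidase 13, and 11 with processed signals, without the bHLH gene.

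The mac1 effect at the 2 lengths was set side by side, since the loops share no array or extract. Over 30862 probes tested at both lengths the log2 changes were hardly related across probes, which are not independent replicates (r = -0.0898, rho = -0.0781). Called at both lengths and in the same direction were 11 probes, 3 higher (0.0415 expected of independent lists) and 8 lower (0.113 expected). Aspartate carbamoyltransferase, adenylate kinase (-2.62 and -1.50), the transposon protein gene (-2.24 and -1.55) and the gene with a carbohydrate-binding-like fold (-2.11 and -1.14) were lower at 0.2 mm and at 0.4 mm. At the published thresholds 18 probes were higher and 26 lower at both lengths. A further 47 were higher at 0.2 mm and lower at 0.4 mm (3.68 expected), such as the bHLH gene, with 6.38 and -1.78. The difference between the lengths was tested for 30814 probes and called for 359, in 283 of which the effect was lower at 0.4 mm, and 40 of the 47 were among the called.

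**Figure D4:**
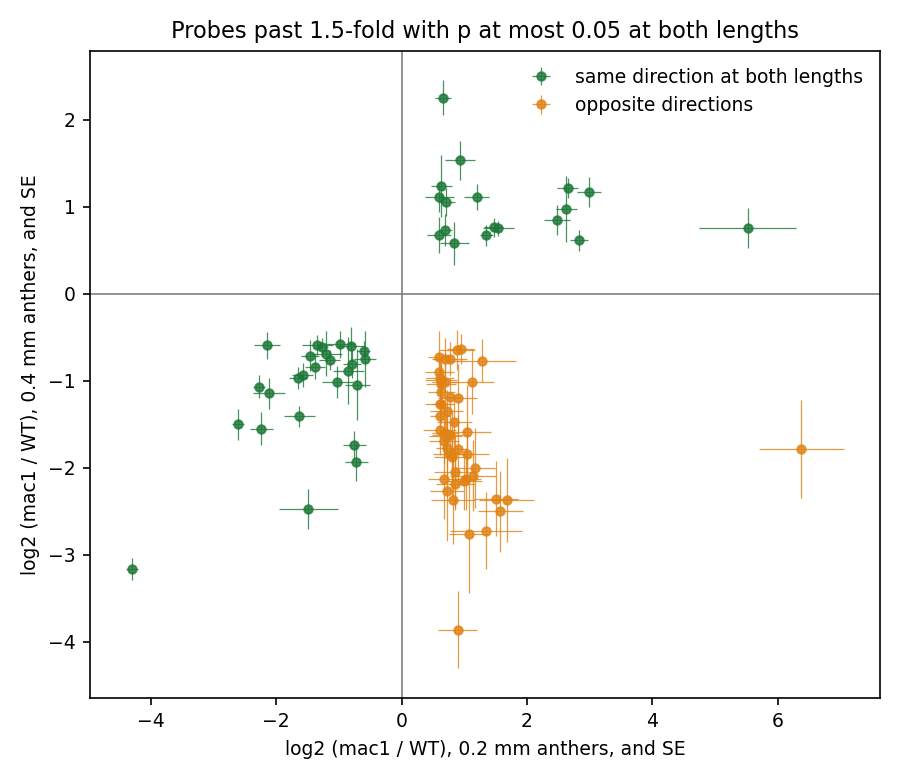
Log2 change in mac1 against WT at 0.2 mm (horizontal axis) and at 0.4 mm (vertical axis) for the 44 probes past the published thresholds in the same direction and the 47 in opposite directions, with bars for ± 1 SE. Aspartate carbamoyltransferase lies at -4.30 and -3.17, and the bHLH gene GRMZM2G119823 at 6.38 and -1.78.

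The msca1 anthers, which lack AR cells, were compared with WT at 0.2 mm. A ferredoxin (GRMZM2G095826) rose by 3.58 ± 0.763 on the log2 scale (adjusted p = 0.0439, 6 arrays), a heat shock factor (GRMZM2G118047) by 1.97, the SAUR gene by 1.75, a heavy metal transport gene (GRMZM2G122437) by 1.62, the glutathione S-transferase by 1.56 and a nonspecific lipid-transfer protein (GRMZM2G387360) by 1.55. The auxin-induced family gene GRMZM2G146108 fell (log2 change -2.92, SE 0.338, adjusted p = 0.00814), as did Myb4 (-2.45, well above background in 3 of 4 msca1 channels), a major facilitator gene (GRMZM2G004694, -2.08, in 1 of 4), a VQ motif gene (GRMZM2G420715, -1.89), a WRKY53-type gene (GRMZM2G012724, -1.74) and a squamosa promoter binding protein (GRMZM2G101499, -1.73). Of the 21 markers 6 rose and 15 did not pass (13 rose and 1 fell adjusted over the list alone; median 0.48), among them the kelch repeat protein by 0.99 and an auxin transporter (GRMZM2G129413) by 1.06. The set test gave p = 4.28e-09, or p = 0.0397 with an estimated correlation. The markers were chosen by the study on samples of this series. Of 10 photosynthesis genes 3 rose (4 rose and 2 fell adjusted over the list alone), including plastocyanin (GRMZM2G071450) by 0.76. Of 6 ethylene genes 2 fell (3 adjusted over the list alone) and of 12 WRKY genes 1 fell (5 adjusted over the list alone; median -0.53, or -0.85 with processed signals). In all, 1245 of 32293 probes were called, 582 higher (46.8%) and 663 lower. Without array 3 or 4 of the loop 167 or 105 were called, without array 1, 2, 5 or 6 there were 675, 683, 753 or 830, and the model of shared extracts, of which msca1 had 2, called 598. Normexp gave 158, a dye term 2400 and a slide block 3295, and the share higher was 56.9% with a slide block and 29.1% within the slide. Normexp kept the call of 7 of 16 named genes and processed signals of 10, in both cases without the ferredoxin and the WRKY53-type gene.

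The msca1 anthers were also compared with mac1 of the same length, in the mac1 channels that the comparison with WT used too. Aspartate carbamoyltransferase was higher by 4.29 ± 0.0946 on the log2 scale (adjusted p = 9.65e-07, 6 arrays), adenylate kinase by 2.24, the gene with a carbohydrate-binding-like fold by 2.01, a helix-loop-helix gene (GRMZM2G145909) by 1.64 and a lipid transfer gene (GRMZM2G040689) by 1.45. The bHLH gene GRMZM2G119823 fell (-4.14, well above background in 3 of 4 msca1 channels), as did the auxin-induced family gene (-3.05), NAM gene GRMZM2G312201 (-2.89), cytokinin-O-glucosyltransferase 2 (GRMZM2G041699, -2.86), a pepsin-type endopeptidase (GRMZM2G168115, -2.67) and beta-glucosidase 13 (-2.53). Of the 21 study-chosen markers 7 rose and 1 fell (11 and 1 adjusted over the list alone), with p = 2.74e-06, or p = 0.0743 with an estimated correlation, and the samples they were chosen on belong to this series. Of 12 WRKY genes 4 fell (8 adjusted over the list alone). In all, 2317 of 32341 probes were called, 1059 higher (45.7%) and 1258 lower. Without array 1, 2, 4, 5 or 6 there were 1058, 1318, 1159, 802 or 986, and the model of shared extracts called 822. A dye term gave 3906 and a slide block 4806. Normexp called 29, 65.5% of them higher, and within the slide 32.1% were higher. Of 16 named genes aspartate carbamoyltransferase and beta-glucosidase 13 alone stayed called with normexp, and 13 with processed signals.

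In whole anthers of 0.7 mm and the cells captured from them, each tissue had its own profile. Of the probes 21576 were ON in whole anthers and all 3 captured samples, 1097 in whole anthers and in no captured sample, and 2562 in a captured sample but not in whole anthers. Among the captured samples 1044 probes were ON in AR cells alone, 1095 in ML/TAP alone and 1181 in EPI/EN alone.

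AR cells, the germinal cells, had lower levels of most photosynthesis genes measured. EGG APPARATUS-1 was higher in AR cells than in whole anthers by 1.93 ± 0.103 on the log2 scale (adjusted p = 1.2e-05, 10 arrays), the mitochondrial chaperonin CPN60-2 (GRMZM2G416120) by 1.75, a mitochondrial import translocase (GRMZM2G029385) by 1.69, heat shock cognate 70 kDa protein 2 by 1.62 and a cyclin-dependent kinase inhibitor (GRMZM2G101613) by 1.57. A UDP-glucosyltransferase (GRMZM2G063550) was lower by a log2 change of -5.95 (SE 0.264, adjusted p = 1.68e-06), sucrose synthase 2 (GRMZM2G152908) of -4.54, a homeodomain-like gene (GRMZM2G118063) of -4.32, plastocyanin of -4.11 and a CONSTANS-like gene (GRMZM2G021777) of -4.04. Of 12 photosynthesis genes 10 fell (10 adjusted over the list alone; median -0.61, or -2.36 with processed signals), with -4.17 for photosystem I subunit N and -3.44 for protochlorophyllide reductase B (GRMZM2G073351). Of 13 homeobox genes 7 fell and 1 rose, of 9 cytokinin genes 6 fell and 1 rose, and of 10 cell wall genes 5 fell, with the same counts adjusted over the list alone. Of 16 proteasome and ubiquitin genes 5 rose and 1 fell (5 and 1 adjusted over the list alone), including proteasome subunit beta type 1 (GRMZM2G124417) by 0.97. Of 14 ribosomal protein genes 3 rose (2 adjusted over the list alone), including L31e (GRMZM2G011253) by 1.30 and S3 (GRMZM2G093902) by 1.05. The list as a whole did not rise, with a median of -0.01, or -0.42 with processed signals. Of 10 WRKY genes 5 fell (6 adjusted over the list alone), and of 15 auxin genes 2 rose and 3 fell (2 and 3 adjusted over the list alone). Of 8 genes of the epidermis and cuticle, markers of tissue outside this sample, 4 fell and 1 rose (4 and 1 adjusted over the list alone), with -2.59 for a very-long-chain 3-ketoacyl-CoA synthase (GRMZM2G164974, well above background in 2 of 4 AR channels), and of 8 genes of late tapetum and pollen 1 rose and 1 fell (1 fell adjusted over the list alone). Of 4 meiosis genes that the study chose to discuss 3 rose (3 rose and 1 fell adjusted over the list alone): PHS1 (GRMZM2G100103), which acts in pairing and recombination, by 0.92, GRMZM2G059037 by 1.06 and ameiotic 1 (GRMZM5G883855) by 0.46. Of the 21 study-chosen markers 16 fell and 1 rose (17 and 1 adjusted over the list alone; median -1.13, or -3.19 with processed signals), with p = 5.09e-07, or p = 0.0634 with an estimated correlation. In all, 13997 of 29332 probes (47.7%) were called, 6490 higher and 7507 lower, of which 1048 were over 2-fold higher and 1952 over 2-fold lower. Here and in the other comparisons at 0.7 mm, a list whose share of called members is near that of all probes is not set apart by its count. By channel means CPN60-2 lay at 2.83 and sucrose synthase 2 at -3.92.

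The inner wall layers were compared with whole anthers in the same way. A squamosa promoter binding protein (GRMZM2G101499) was higher in ML/TAP by 2.15 ± 0.104 on the log2 scale (adjusted p = 6.5e-06, 10 arrays), a sugar carrier (GRMZM5G801949) by 2.12, a SET gene (GRMZM2G117458) by 1.73, the cell wall beta-fructofuranosidase by 1.72 and a phosphatidylinositol kinase (GRMZM2G137558) by 1.69. Of the genes that the study followed in situ, the 2 with a probe here rose (2 adjusted over the list alone), the DNA binding protein GRMZM2G036092 by 1.59 and response regulator 7 by 1.57. The UDP-glucosyltransferase was lower by a log2 change of -2.84, a WRKY gene (GRMZM2G139815) of -2.45, the EF hand gene of -2.26, cyclin delta-2 (GRMZM2G476685) of -2.23, fasciclin-like arabinogalactan protein 10 (GRMZM2G003752) of -2.13 and plastocyanin of -2.10. Of 12 photosynthesis genes 5 fell (5 adjusted over the list alone), of 8 genes of the epidermis and cuticle 4 fell and 1 rose, of 6 ethylene genes 4 fell and 1 rose, and of 10 WRKY genes 3 rose and 1 fell, with the same counts adjusted over the list alone. Of 8 genes of late tapetum and pollen 2 fell (2 adjusted over the list alone). Of 27 RNA-binding genes 7 rose and 7 fell (8 and 7 adjusted over the list alone). Of the 21 study-chosen markers 17 fell (18 adjusted over the list alone; median -0.65, or -1.91 with processed signals), with p = 1.45e-07, or p = 0.0559 with an estimated correlation. In all, 12521 of 29332 probes (42.7%) were called, 5676 higher and 6845 lower. The EF hand gene lay at -1.18 by channel means.

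The outer layers, EPI/EN, were compared with whole anthers as well. Ethylene-responsive transcription factor 2 (GRMZM2G055180) was higher by 2.25 ± 0.401 on the log2 scale (adjusted p = 0.00673, 10 arrays), a VQ gene (GRMZM2G333049) by 1.99, alpha-expansin 5 (GRMZM2G361064), which loosens cell walls, by 1.95, a dnaJ 11 chaperone (GRMZM2G399136) by 1.83 and casein kinase I (GRMZM2G150932) by 1.53. An MCM gene (GRMZM2G139894), part of the replication helicase family, fell (-1.53), as did a small heat shock protein (GRMZM2G007729, -1.48), an Armadillo-type gene (GRMZM2G111138, -1.46) and a RING gene (GRMZM2G061704, -1.37). Of 4 jasmonate genes that the study chose to discuss 3 rose (3 adjusted over the list alone), lox1 (GRMZM2G156861) by 1.63, GRMZM2G132903 by 0.79 and aoc1 (GRMZM2G077316), the allene oxide cyclase of jasmonate synthesis, by 0.76. Of 12 photosynthesis genes 4 rose (4 adjusted over the list alone), with 1.97 for the large chain of ribulose bisphosphate carboxylase (GRMZM5G815453) and 1.16 for plastocyanin. Of 6 ethylene genes 3 rose (3 rose and 1 fell adjusted over the list alone) and of 11 glycolysis genes 3 rose (3 adjusted over the list alone), with 1.74 for hexokinase-1. Of 10 WRKY genes 2 rose (2 adjusted over the list alone), while of 14 ribosomal protein genes 4 fell (4 adjusted over the list alone). Of 8 genes of the epidermis and cuticle, a tissue of this sample, 1 rose and 1 fell (1 and 1 adjusted over the list alone). Of the 21 study-chosen markers 9 fell and 1 rose (14 and 1 adjusted over the list alone; median -0.49, or -1.51 with processed signals), with p = 7.1e-06, or p = 0.0849 with an estimated correlation. In all, 5768 of 29322 probes (19.7%) were called, 2793 higher and 2975 lower. Once plant terms were in the model, this comparison rested on 2 arrays within a plant: 1615 probes were called without array 2, 3078 without array 1 and 13308 without the plant terms. With processed signals 10 of 16 named genes stayed called, without ethylene-responsive transcription factor 2, dnaJ 11 and lox1, and by channel means alpha-expansin 5 lay at 2.74.

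AR cells and the inner wall layers were also compared with each other. EGG APPARATUS-1 was higher in AR cells by 1.82 ± 0.103 on the log2 scale (adjusted p = 4.92e-05, 10 arrays), the RING gene by 1.76, proteasome subunit beta type 1 by 1.68, the cyclin-dependent kinase inhibitor by 1.63 and the small heat shock protein by 1.58. The UDP-glucosyltransferase was lower in AR cells by a log2 change of -3.12, the lipid transfer gene GRMZM2G040689 of -2.65, the CONSTANS-like gene of -2.33, the beta-fructofuranosidase of -2.21 and a wound-induced gene (GRMZM2G010909) of -2.19. The DNA binding protein GRMZM2G036092 fell by 2.08, response regulator 7 fell by 1.71, and PHS1 rose by 1.09. Of 9 cytokinin genes 6 fell and 1 rose, of 12 photosynthesis genes 6 fell, of 18 heat shock and chaperone genes 6 rose and 2 fell, and of 10 WRKY genes 4 fell, with the same counts adjusted over the list alone. Of the 21 study-chosen markers 6 fell and 2 rose (6 and 2 adjusted over the list alone), with p = 0.0582 (0.0138 without array 6 and 0.0276 without array 8), or p = 0.391 with an estimated correlation. In all, 10137 of 29340 probes (34.6%) were called, 4955 higher and 5182 lower. Without array 9 or without array 10 there were 3540, and Agilent processed signals gave 5536. The lipid transfer gene lay at -1.97 by channel means.

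**Figure D5:**
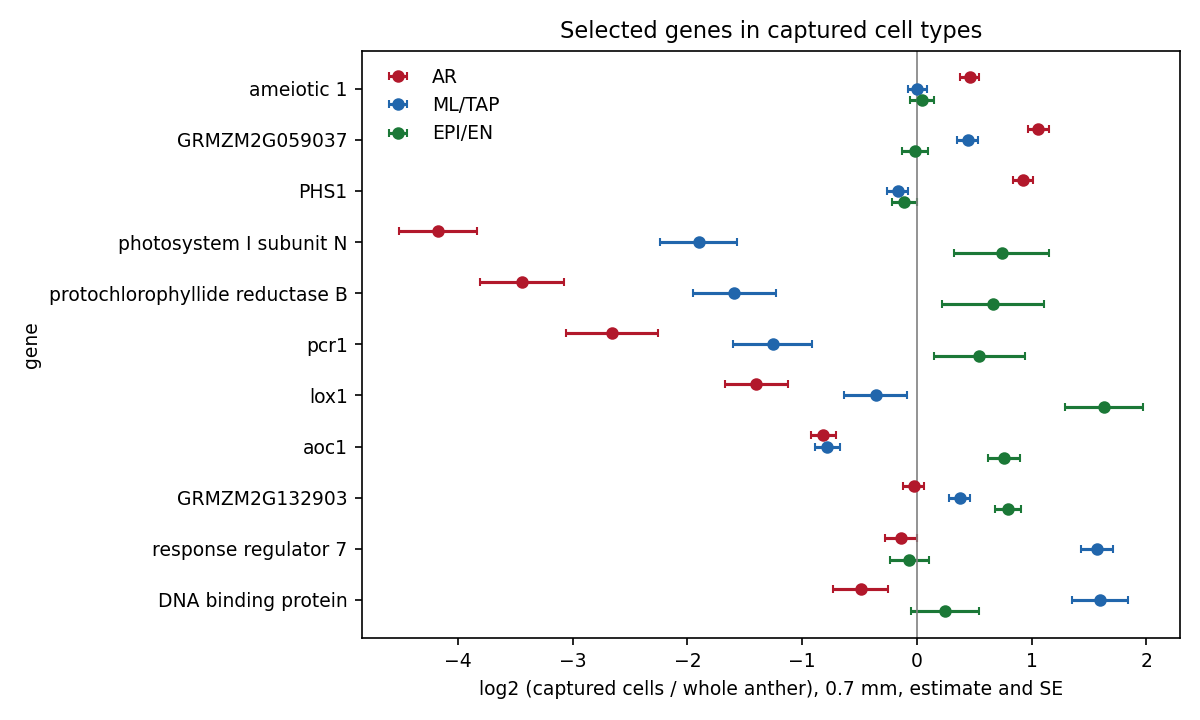
Log2 difference from whole 0.7 mm anthers (horizontal axis) for 11 genes (vertical axis) in AR cells, ML/TAP and EPI/EN, with points for the loop model estimates of the brightest probe per gene and bars for ± 1 SE. Photosystem I subunit N lies at -4.17 in AR cells and -1.90 in ML/TAP.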

Values the study reported

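The study reported 21,959 transcripts shared by the 0.15 to 0.4 mm stages. Among transcripts expressed at all its stages, which include 1.0 mm, it counted 144 transcripts (74 up, 70 down) past its 2-fold limit between 0.15 and 0.25 mm, 109 (58 up, 51 down) between 0.25 and 0.4 mm, and 810 (427 up, 383 down) between 0.4 and 0.7 mm. Of 3871 transcripts that were on at 0.15 and 0.25 mm and off at 0.4 mm, 3252 were on in mac1 at 0.4 mm. For mac1 against fertile anthers the study gave 301 genes at 0.2 mm (193 up, 108 down) and 1082 transcripts at 0.4 mm (328 up, 754 down). For the 0.7 mm stage it gave 19,743 transcript types shared by whole anthers and captured cells, and 6728 found in whole anthers but not in the captured samples. It described those found in captured samples and not in whole anthers as only a few.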

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

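The tests with detection cutoffs from the median and MAD of the negative controls, with the processed signals of the probes OFF at 0.4 mm alone and with splits that keep the plants were chosen only after the result was seen.

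Quality measures were compared between the channels of each group, in 77 combinations of a group and a measure. A channel stood apart from the rest of its group in 4 of them, where chance would give about 1 in 20. Whole 0.7 mm anthers, replicate 7.1 in Cy5, had 822 spots marked as outliers, against 65 to 338 in the other channels of that group. The SD of the negative controls was 6.64 in WT 0.4 mm replicate 9 in Cy3 (2.17 to 2.65 in the others), 3.86 in msca1 replicate 35 in Cy5 (2.33 to 2.58) and 1.92 in mac1 0.4 mm replicate 18 in Cy5 (2.38 to 2.45).

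The effect of mac1 differed between 0.2 and 0.4 mm for 359 of 30814 probes in a test of the difference itself. The bHLH gene GRMZM2G119823 went from 6.38 at 0.2 mm to -1.78 at 0.4 mm (adjusted p of the difference 0.000328, well above background in 1 of 4 WT channels at 0.2 mm) and the embryonic abundant protein-like gene GRMZM2G148904 from 0.89 to -3.86 (0.00073). A phospholipase C-like gene (GRMZM2G018820) went from 1.51 to -2.36 (0.00307) and NAM gene GRMZM2G312201 from 1.08 to -2.77 (0.0306). Both lengths lie in different loops with different extracts and hybridizations, so a difference between the loops cannot be told apart from a difference between the lengths.

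The loss of detected transcripts between 0.25 and 0.4 mm may rest in part on the detection limits of single channels. Over the channels labelled wt 5617 probes went from ON to OFF, and with cutoffs from the median and MAD of the negative controls 1752 did. The wt label leaves 0.4 mm replicates 6 and 9 alone, which must both be ON, so this outcome rests largely on replicate 9. Over all channels 3406 probes were lost, against 2389 with those cutoffs and 3671 without array 4, which carried replicate 9. The cutoff of replicate 9 had been raised to 58.5 units, against 46.9 by median and MAD, by 4 negative control spots above 50 units, the brightest at 101, while the 0.25 mm channel on that array also had a high cutoff (58.6 units, control SD 5.31) and the fewest probes ON of its group (27221). With equal numbers ON in every channel, losses exceeded gains 1.49 times, just within the bound of 1.5 set before that test. That setting evens out a real net loss as well as unequal detection, so it cannot tell them apart. A normexp median of 0.00228 for the 1502 probes OFF at 0.4 mm alone, on the array of 0.4 mm replicate 6 (99.7% of them ON) and a 0.25 mm channel, cannot tell, as a full loss would give only -0.295. With processed signals the median was -0.125 (2 SE 0.0232), short of a 1.5-fold loss. A full loss would give -2.39 there, so this median argues against a full loss of the set. The SE was taken over probes, not over extracts. Median log2 signals of these probes were 5.89, 5.53 and 5.4 in 0.4 mm replicates 6, 9 and 12 and 4.47 in replicate 11, against 5.5 to 5.84 at 0.25 mm. A 1.5-fold loss as a whole is thus not excluded beyond the spread of extracts. A loss of some of the probes or in 0.4 mm replicate 11 alone stays open.

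The higher level of the pluripotency markers in mac1 at 0.4 mm could come from their selection on WT channels that both comparisons share. For 37 probes chosen anew on slide 1 by the same kind of fall, which include all 21 markers, 67.6% were higher in mac1 on the 2 direct arrays of slide 2, above the 95th percentile of random sets (59.6%). Of these probes 17 were higher on both direct arrays. The random sets hold unrelated probes, while the markers move together (estimated correlation 0.187). That percentile may thus be too narrow, and the excess does not decide the question. Slower loss of primordium transcripts in mac1, a biological candidate, would need a median over 0.29. The median of 0.268 (2 SE 0.227) lies below that bound by less than its error, so whether the bound is passed cannot be told. The median did lie above that of the random sets (-0.013). Its SE takes the 37 probes as independent, though they move together and were read on 2 arrays, so it is likely too small. The values thus do not decide on slower loss. A different mix of cell types in mac1 anthers stays open too and was not tested on these probes.

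Changes common to mac1 anthers at 0.2 and 0.4 mm were more than independent lists would share, with 44 probes in the same direction at the published thresholds against 3.4 expected. Of 26 genes among them with a known position 14 lay on the same chromosome, where random draws of the 5058 tested genes had a median of 6 and a 95th percentile of 8 on their most frequent chromosome. The permutation p of 1e-05 was the smallest that 100000 permutations can give. A candidate explanation is a chromosome segment of the donor line that is linked to the mutation, with alleles that differ in level or in binding to the probes. The study states that mac1 had been introgressed into its inbred line. Whether Mac1 lies on the chromosome of these genes was not tested. The permutation shows that the genes gather on a chromosome, not that they are linked to the mutation. A direct effect of the lost Mac1 signal on these genes stays open and was not tested.

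Other splits of the extracts were fitted for the comparisons with at least 3 extracts per group, over probes with complete values. The splits between 0.25 and 0.15 mm were too few for a share under 0.05, with 1 of 10 (161 called probes, highest other split 11). A share under 0.05 was found from 0.25 to 0.4 mm (1 of 35 splits, 123 against at most 103) and from 0.15 to 0.4 mm (1 of 35, 688 against 620). It was also found in mac1 at 0.4 mm (1 of 34, 220 against 28), in AR cells (1 of 99, 12988 against 7371) and in ML/TAP (1 of 99, 11797 against 9663). These shares were not adjusted over the comparisons. From 0.25 to 0.4 mm and from 0.15 to 0.4 mm another split came close to the real count. Without array 3 or 4 of the loop only 2 or 9 probes were called from 0.25 to 0.4 mm, so chance is not excluded for these lengths. Over the splits that keep the same plants in each group, 1 of 80 gave as many in AR cells (highest other 11183) and 1 of 80 in ML/TAP (highest other 9663). Between AR cells and ML/TAP 1 of 34 splits gave the real 9249, with 0 called in the others, and the 8 splits that keep the plants were too few for a share under 0.05. In EPI/EN 3 of 99 splits, and 2 of 80 with the plants kept, gave as many as the real 5468. With the plants kept, swapping the labels on arrays 1 and 2, which alone inform this comparison, mirrors the real split and gives the same count by design. The cause of the others among the 99 splits was not tested.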

How the results depend on the processing

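The slide block, the cutoff from median and MAD (also with wt channels alone), equal numbers ON per channel and detection without array 4 of the stage loop were chosen after seeing the data. Comparisons are given as 0.25 against 0.15 mm (A), 0.4 against 0.25 mm (B), 0.4 against 0.15 mm (C), mac1 at 0.4 mm (D), mac1 at 0.2 mm (E), msca1 against WT (F), msca1 against mac1 (G), AR cells (H), ML/TAP (I) and EPI/EN (J) against whole anthers, and AR cells against ML/TAP (K).

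No named gene or list test changed direction under the alternatives run. The share of called probes that were higher crossed 50% in 6 comparisons. In E it went from 47.7% to 56% with processed signals, 57.1% with quantile normalization, 51.1% without a detection filter, 66.7% within the slide and 52.9% to 61.3% without an array in turn. In F it went from 46.8% to 51% with shared extracts modelled, 56.9% with a slide block, and 60.5% and 59.9% without array 3 and array 6. In G it went from 45.7% to 65.5% with normexp, 52.4% with a slide block and 55.7% without array 6, and in H from 46.4% to 52.3% with quantile normalization. In J it went from 48.4% to 55.5% within the slide and 54.7%, 53.2% and 50.1% without array 1, 2 and 7. In K it went from 48.9% to 50.4% with processed signals, 56.3% with quantile normalization and 50.8% without plant terms. Named genes kept direction and call in 1450 of the combinations of gene and alternative and lost the call in 397. With processed signals 1 (A), 0 (B), 10 (C), 6 (D), 11 (E), 10 (F), 13 (G) and 10 (J) of them stayed called, and with normexp 7 (B), 14 (C), 10 (D), 2 (E), 7 (F) and 2 (G), of 10 in A, 11 in B and 16 in each other comparison, while all did in the comparisons not listed. The counts and list tests behind the comparisons stayed within 1.5 times, or on their side of the threshold, in 306 planned combinations and 29 added ones, and did not in those below, where the cause was not tested unless stated. No list median beyond 0.1 on either side, study-named lists included, changed sign with normexp, processed signals or quantile normalization, which left the median of all probes between -0.0629 and 0.0409.

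Called probes with Agilent processed signals were 52 (A), 11 (B), 366 (C), 58 (D), 25 (E), 256 (F), 800 (G), 3451 (J) and 5536 (K). With normexp they were 96 (D), 3 (E), 158 (F) and 29 (G), with quantile normalization 88 (A) and 28 (E), with a dye term 2400 (F) and 3906 (G), with a slide block 96 (D), 3295 (F) and 4806 (G), and with shared extracts modelled 98 (A), 598 (F) and 822 (G). Within the slide, with fewer arrays, they were 71 (A), 160 (C), 15 (E), 55 (F), 377 (G), 3395 (J) and 3731 (K). A fit to only the arrays whose channels share an extract number gave 396 (A), and leaving out the plant terms gave 13308 (J). Published thresholds, which replace the adjusted p, gave 685 (A), 555 (B), 1823 (C), 944 (D), 263 (E), 7160 (H), 5668 (I), 3288 (J) and 4671 (K), and 44 probes in the same direction at both mac1 lengths.

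With an estimated correlation the shift of the pluripotency markers lost its call, with p = 0.0743 (G), 0.0634 (H), 0.0559 (I) and 0.0849 (J).

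For detection, the 1502 probes OFF at 0.4 mm alone were 896 with at least 50% of the channels ON, 672 with the scanner flag, 2397 with wt channels alone, 705 with the MAD cutoff, 351 with both and 385 with equal numbers ON. The 3144 probes ON at 0.15 and 0.25 mm and OFF at 0.4 mm were 1965 with at least 50% of the channels ON, 1693 with the scanner flag, 2080 with the MAD cutoff, 1215 with that cutoff and wt channels alone and 821 with equal numbers ON, and the 2199 of them ON in mac1 were 953 (scanner flag), 3444 (wt alone), 959 (MAD and wt alone) and 404 (equal numbers). Of the probes OFF at 0.4 mm alone 466, 2165, 595, 304 and 213 were ON in mac1 (scanner flag, wt alone, MAD, both, equal numbers). The 3406 losses from 0.25 to 0.4 mm were 2188, 5617 (wt alone), 1752 (MAD and wt alone) and 1258 (equal numbers), and the 454 gains were 118 with every channel, 1100, 73, 704 and 846. With wt channels alone 75 probes were 2-fold higher and 41 lower at 0.4 than at 0.25 mm, and with normexp 183 were 2-fold higher at 0.7 than at 0.4 mm.

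Leaving out each array in turn, with fewer samples, gave 1 to 147 called probes (A), 2 to 159 (B), 312 to 565 (C), 16 to 264 (D), 23 to 43 (E), 105 to 830 (F), 802 to 1635 (G), 11136 to 14059 (H), 9162 to 12548 (I), 1615 to 5768 (J) and 3540 to 10250 (K). The p of the pluripotency markers was 0.000185 to 0.789 (E) and 0.0138 to 0.452 (K). Low signal over background limits the dim probes, whose calls and ON states the background and detection settings act on. Camera on every list was planned and not run. For the marker list, using every probe of a gene gave no further value.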

Other observations

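The hypotheses of this part were stated before their tests. The other probe sets given beside them were not part of those hypotheses.

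Hormone, cell wall and redox lists were counted in captured cells against whole anthers. In AR cells 3 of 4 jasmonate genes chosen by the study fell (3 adjusted over the list alone), lipoxygenase lox3 (GRMZM2G109130) with a log2 change of -1.22, lox1 with -1.40 and aoc1 with -0.82. Of 6 ethylene genes in AR cells 2 fell and 1 rose (1 rose and 4 fell adjusted over the list alone), with -3.72 for ethylene-responsive transcription factor 2 and -1.39 for EIN3-like 1 (GRMZM2G033570). Cytokinin dehydrogenase 10 (GRMZM2G348452) fell with -1.76, a cytokinin N-glucosyltransferase (GRMZM2G156127) with -1.11. Of 10 cell wall genes 2 rose in EPI/EN (2 adjusted over the list alone), alpha-expansin 5 by 1.95 and cellulose synthase8 (GRMZM2G177631) by 0.86, which lay at -0.98 in AR cells. Of 17 redox genes 2 rose and 4 fell in AR cells (2 and 3 adjusted over the list alone).

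The 2-fold counts and the counts of detected probes differed from some of the values quoted from the study. The 2-fold counts here are over probes ON at the 2 lengths compared, a wider base than the one quoted. Over probes ON at 0.15, 0.25, 0.4 and 0.7 mm they were 71 higher and 94 lower from 0.15 to 0.25 mm, 109 and 24 from 0.25 to 0.4 mm, and 284 and 897 from 0.4 to 0.7 mm. With wt-labelled channels alone 75 were higher and 41 lower from 0.25 to 0.4 mm. Between 0.15 and 0.25 mm 107 probes were lower. That is higher than the value quoted from the study above. Between 0.25 and 0.4 mm 119 probes were higher. That count is higher than the value quoted. Between 0.25 and 0.4 mm 26 probes were lower. Here the count is lower than the value quoted. Between 0.4 and 0.7 mm 898 probes were lower. This too is higher than the quoted value. In whole anthers and no captured sample 1097 probes were ON. The quoted value is higher, but it may be of a different set. The count here leaves out probes ON in whole anthers and in some but not all captured samples. Whether the quoted value leaves them out too cannot be told. In a captured sample and not in whole anthers 2562 probes were ON. That is more than the few described above.

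A hypothesis was that mac1 anthers, with their excess of AR cells, carry more AR-type transcripts at 0.4 mm. Of the probes enriched in AR cells at 0.7 mm (525 probes) 47.6% were higher in mac1, with a median log2 change of -0.00821 against -0.00755 for the other probes. The set test gave p = 0.703, or p = 0.893 with an estimated correlation, which argues against a general rise of this set.

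Another hypothesis was that mac1 anthers of 0.4 mm have fewer EPI/EN-type transcripts. The 257 probes enriched in EPI/EN had a median of -0.48, with 32.7% higher in mac1 and p = 2.57e-11, but p = 0.22 with an estimated correlation, so the shift cannot be told apart from genes of the set moving together in a few arrays. The 135 probes enriched in ML/TAP had a median of -0.19 and 16.4% higher, with p = 1.69e-24, or p = 0.011 with an estimated correlation (0.157 adjusted over 28 tests), and 22 of them fell.

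A further hypothesis was that msca1 anthers of 0.2 mm, which lack AR cells, have fewer AR-type transcripts. The AR set had a median of -0.21 and 22.5% higher in msca1, where 63 of its probes fell and 6 rose. The set test gave p = 9.31e-13, and p = 0.0292 with an estimated correlation (0.157 adjusted over 28 tests). The values may reflect the missing AR cells. The 257 probes of the EPI/EN set had a median of -0.52 (p = 8.93e-10, or p = 0.244 with an estimated correlation) and the 135 of the ML/TAP set a median of 0.06, so whether the shift was specific to the AR set cannot be told.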
